A study of Nannochloropsis oceanica with 15 samples. Its data were reported in "Genome-wide adenine N6-methylation map reveals epigenomic regulation of lipid accumulation in Nannochloropsis" (2023).

How the data were processed

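Genomic DNA of the marine microalga Nannochloropsis oceanica, strain IMET1, was sequenced without amplification on a PacBio Sequel II after 7 days in high light. The series holds wild-type cells (WT) and 4 mutant lines. According to the study's methods, M1 and M2 were CRISPR–Cas9 knockouts of NO08G00280, a putative adenine methyltransferase gene, and M3 and M4 were knockouts of NO06G02500, a putative demethylase gene of the AlkB family. Groups and replicate numbers were taken from the sample titles. Of the 15 samples, 10 had a call file: WT replicates 2 and 3, M1 replicate 3, M2 replicates 1 and 2, M3 replicates 1, 2 and 3, and M4 replicates 1 and 2. The other 5 samples were not analysed here. The study describes the replicates as biological, while the labels do not say whether they came from separate cultures. The p-values measure the spread between these samples, whatever its source. Libraries were the units of the tests, and each knocked-out gene was represented by 2 lines. For the groups of 2 lines, the p-values therefore do not measure the spread between independent lines of a gene.

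In single-molecule real-time sequencing, a modified base slows the polymerase, and N6-methyladenine (6mA) is read from the interpulse duration (IPD) ratio of native DNA against a kinetic model. Before deposit, the authors mapped the subreads of each library to the IMET1v2 genome with SMRT Link, subsampled every library to one common depth, ran its base modification module with a minimum methylated fraction, and kept the 6mA calls. Calls were made per library and not pooled. Each deposited call carries a score, a Phred-like value from the authors' caller, and no call had a score under 20. The deposited calls also give the coverage on the strand of the adenine, the 41 nt context, the IPD ratio, the methylated fraction estimated by the caller, and an identification quality (identificationQv) for the call of 6mA over other modifications. In all, 93 of the 31915 calls had a fraction under 0.1. The files list called adenines only, so an adenine missing from a file was not called, and its coverage and fraction there are unknown. For the 10 libraries with a call file, the sequencing yields in the labels ran from 3.37 to 9.14 Gb. Whether the subsampling removed the effect of yield on the number of calls was not tested.

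The files were read with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A site was an adenine defined by chromosome, position and strand. Numbers of sites per library were compared by the exact rank-sum test over all splits of the libraries, one-sided for M3 and M4 against WT, as in the study, and two-sided elsewhere. The median methylated fraction over sites with a coverage of at least 25, and the percentage of sites whose adenine starts AGGYV (Y is C or T, and V is any base but T), were compared by exact two-sided permutation tests. Shares of sites in a single library carry 95% Wilson intervals, which cover counting error only. Motif shares were set against the other adenines of the same contexts. These are a local background, not the adenines of the whole genome. The overlap of libraries was measured by the Jaccard index, the number of shared sites over the number of sites in either library. The line labels were then permuted exactly over the 10 libraries. Chance overlap was estimated by shifting one library of each pair along the chromosomes 20 times, which does not keep positions on adenines. Recurrent gained sites were those called in every mutant library and in no WT library, and recurrent lost sites the reverse. Hotspots were clusters of at least 10 adjacent sites with intervals under 100 bp. GATC and GANTC, the motifs of common bacterial adenine methylases, served as a check for bacterial DNA.

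Named sites followed a rule fixed before the data were examined: up to 5 sites called in all 10 libraries with the highest mean fraction, and, for M3 and M4, M2 and M4 against WT, up to 5 gained and up to 5 lost sites ranked by mean score, besides the 2 chromosomes with the most and the 2 with the fewest sites per Mb. Chromosome lengths were approximated by the last called position. The counting of gained sites was checked on simulated data. All 200 sites planted in every M3 and M4 library, and in no WT library, were recovered with 0 others. Background calls were drawn at random from a pool of 200000 positions. This tests the counting only, because planted sites recurred fully while real calls recurred in part. The permutation of line labels gave an exact p of 7.94e-05 when 100 sites of its own were planted in each line. These sites too were planted in every library of the line, among calls drawn at random from one pool. Whether the permutation would detect sites that recur in part, or among libraries as unlike as the real ones, was not tested.

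No genome or annotation of IMET1v2 was used here. The comparisons planned on genes, on gene features and on lists of genes were therefore not run, marked genes were replaced by marked sites as planned, and positions are given without gene names. The share of methylated adenines among all adenines was not computed for the same reason. Alternatives covered coverage, identificationQv, fraction, score, the sidedness of the tests, the nuclear chromosomes alone, other motifs, a replicate block, equal numbers of sites, and leaving out each library in turn.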

Results

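Genome-wide 6mA events were called in 10 libraries of N. oceanica, 2 of WT, 1 of M1, 2 of M2, 3 of M3 and 2 of M4, all sampled after 7 days of high light. The libraries held 2244 to 3612 called 6mA sites each, 31915 calls in all, at 21830 distinct adenines. Median coverage at nuclear sites lay between 39 and 45 on the strand of the adenine. The median score was 27 or 28 in every library. The median identificationQv was 6 or 7, and 49 to 136 sites per library reached 30. The methylated fraction was between 0.1 and 0.8 at 84.2% to 87.1% of the sites. All 30 nuclear chromosomes and 2 further sequences, read here from their size as the organelle genomes, carried calls.

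Called adenines were most often followed by guanine. AG made up 44.5% to 58.8% of the sites, against 39.3% to 44.2% of the other adenines in the same contexts. AGG made up 24.96% to 35.5%, against 19.6% to 22.8%. AGGYV, the motif named by the study, held 12.9% to 22.4% of the sites and 2.63% to 3.03% of the other adenines. ApT was depleted, with 4.84% to 11.1% of the sites against 13.0% to 15.5%. The depletion was slight in M1 replicate 3 (10.7% against 13.2%) and M2 replicate 2 (11.1% against 13.0%). Contexts with at least 33 purines among the 41 bases surrounded 21.1% to 24.97% of the sites, whereas contexts as rich in pyrimidines surrounded 2.93% to 4.32%. Every context is centred on an adenine, itself a purine, so any set of adenines lies more often in purine-rich contexts. No background was computed for these shares, so they do not show a preference. Adjacent adenines of an ApT pair were called on both strands 0 or 1 times per library. The strands were used alike, with 48.2% to 50.7% of the sites on the plus strand.

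**Figure D1:**
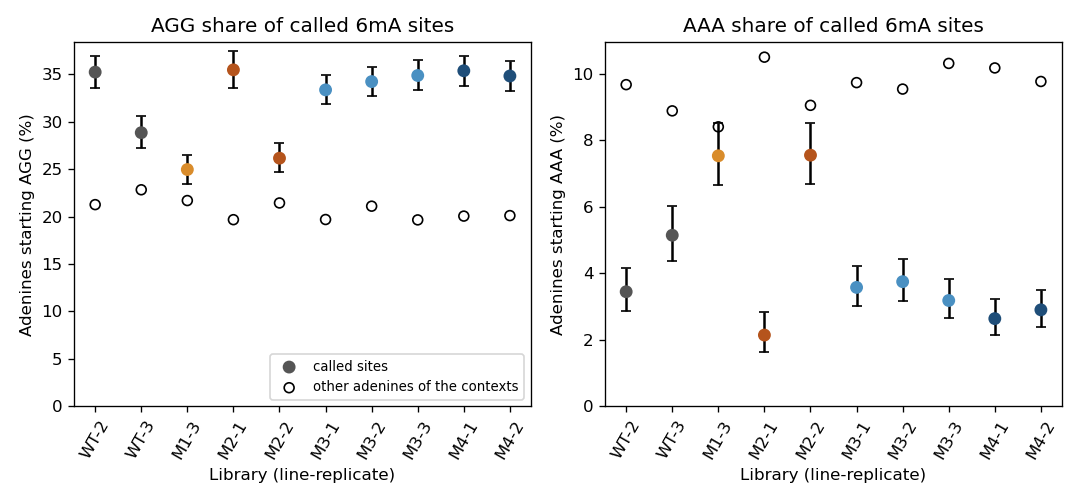
Percentage of called 6mA sites per library whose adenine starts AGG (left) or AAA (right), with 95% Wilson intervals, and the same percentage among the other adenines of the contexts (open circles). WT replicate 3, M1 replicate 3 and M2 replicate 2 hold 24.96% to 28.8% AGG sites, below the 33.4% to 35.5% of the other 7 libraries.

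The density of called sites differed between chromosomes. Chromosomes 5 and 3 had the most sites per Mb, 113.6 ± 19.2 and 113.6 ± 21.05 (SD, n = 10). The lowest densities were 76.1 ± 16.5 on chromosome 27 and 82.7 ± 15.4 on chromosome 28. The organelle sequences were denser, with 350.2 ± 190.3 sites per Mb on the larger and 508.4 ± 336.1 on the smaller, at a median coverage of 149.5 to 423 and 345.5 to 643 per library.

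A small set of adenines was called in every library. These 28 sites, 25 nuclear and 3 on the larger organelle sequence, had a mean fraction of 0.71. The highest mean fraction was found on chromosome 14 at 119501, minus strand, in ACGGACTGC, with 0.91 ± 0.103 (SD, n = 10) at a coverage of 25 to 67. Its 41 nt context was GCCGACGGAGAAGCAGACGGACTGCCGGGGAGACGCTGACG. Chromosome 8 at 811285, minus strand, in AGCGAGGCC, followed with 0.883 ± 0.0972 at a coverage of 32 to 66. Chromosome 5 at 341478, plus strand, in GGCGAGGCC, had 0.857 ± 0.119. The fraction was 0.851 ± 0.105 on chromosome 6 at 1347761, plus strand, in AGAGATAAG. It was 0.845 ± 0.118 on chromosome 18 at 607343, plus strand, in the purine repeat AGGGAGGGA. AGG accounted for 21.4% of the 28 sites and for 32.7% of all distinct sites.

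To ask whether loss of the putative demethylase gene NO06G02500 changed the amount of 6mA, site numbers of M3 and M4 were compared with WT. The 5 mutant libraries held 3535 ± 58.7 sites (SD, n = 5) and the WT libraries 2907 ± 204 (SD, n = 2), 21.6% more. Each of the 5 libraries, 3461 to 3612, exceeded both WT libraries, 2763 and 3051. With libraries as units, the exact one-sided rank-sum test gave p = 0.0476, the smallest p that 5 against 2 allows. The two-sided exact p was 0.0952. Taken alone, M3 had 21.8% more sites than WT (3542 ± 76.0, n = 3, exact one-sided p = 0.1) and M4 21.2% more (3525 ± 43.1, n = 2, exact one-sided p = 0.167), in both cases the smallest p the design allows. Among sites with identificationQv of at least 30 the ratio was 1.15 and the exact p 0.19. WT replicate 3 had 19 calls on the organelle sequences, WT replicate 2 had 64 and the M3 and M4 libraries 77 to 88. Against WT replicate 2 alone, the ratio was 1.16 (exact p = 0.167 with n = 1).

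**Figure D2:**
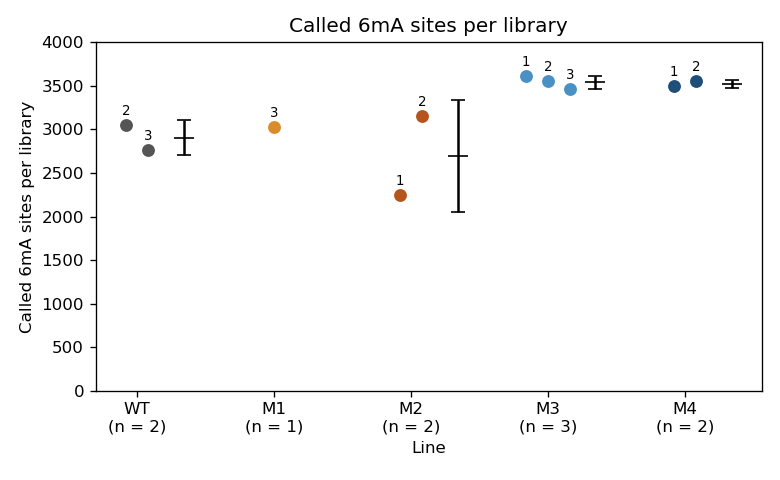
Called 6mA sites per library (y axis) in each line (x axis); numbers beside points are replicate numbers, and the bar with whiskers is the mean ± SD where n is at least 2. The 5 libraries of M3 and M4 lie between 3461 and 3612, above the other 5 libraries.

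The number of sites in M3 and M4 was also compared with WT by sequence class and by chromosome. AG sites numbered 2030 ± 33.6 (n = 5) against 1574 ± 248.9 (n = 2) in WT, a ratio of 1.29. AGGYV sites numbered 746.8 ± 20.7 against 536.5 ± 116.7, a ratio of 1.39. AC sites had a ratio of 1.15 and AA sites of 1.14. AT sites numbered 180.6 ± 9.13 against 181 ± 28.3, and AAA sites 113.4 ± 17.4 against 123.5 ± 26.2. WT replicate 3 stood apart from WT replicate 2 in these classes, with more AT and AAA sites and fewer AG sites. Against WT replicate 2 alone, the ratios were 1.16 for AG, 1.21 for AGGYV, 1.18 for AC, 1.14 for AA, 1.12 for AT and 1.08 for AAA. For 8 of the 11 overlapping classes tested, the exact one-sided p was 0.0476, which became 0.0655 after Benjamini-Hochberg adjustment. Calls on the organelle sequences were 84 ± 4.53 against 41.5 ± 31.8, with 64 in WT replicate 2 and 19 in WT replicate 3. The mean number of sites was above WT on 30 of the 30 chromosomes, by ratios of 1.003 on chromosome 29 to 1.60 on chromosome 19. Against WT replicate 2 alone, the mean was higher on 23 of the 30.

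The methylated fraction, taken over each library's own called sites, was not higher in these mutants. The median fraction was 0.536 ± 0.00548 (n = 5) in M3 and M4 and 0.54 ± 0 (n = 2) in WT (exact two-sided p = 0.524). With the mean in place of the median, the difference was -0.00868, with all 5 mutant libraries lower (exact p = 0.0476). At sites called in both a mutant and a WT library, the fraction was not lower in the mutants. The median differences of the 5 libraries were 0 to 0.02 from WT replicate 2 and 0 to 0.01 from WT replicate 3. The AGGYV share was 21.1% ± 0.914 in M3 and M4 and 18.4% ± 2.73 in WT (exact two-sided p = 0.0952). The WT libraries themselves had 20.3% (95% interval 18.9% to 21.7%) and 16.4% (15.1% to 17.9%).

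Few sites met the strict rules for sites gained or lost in M3 and M4. As 76.7% of distinct sites were called in 1 library, few could meet rules that ask for every library. In all, 19 sites were called in all 5 mutant libraries and in neither WT library, and 52 in both WT libraries and in none of the 5. The first rule needs 5 calls and the second 2, so these counts are not comparable. With a looser recurrence, 95 were gained and 109 lost. Gained sites lay on 12 chromosomes, with 2 on the larger organelle sequence. The 5 with the highest mean score were on chromosome 5 at 689240 (plus strand, GCGGACTCT, fraction 0.508 ± 0.128), on the larger organelle sequence at 39415 (plus strand, ATCAAGGTA, 0.336 ± 0.0207), on chromosome 30 at 62277 (minus strand, ATTGAGGTC, 0.524 ± 0.0684), on chromosome 5 at 666280 (plus strand, TTTGACGCC, 0.524 ± 0.110) and on chromosome 6 at 360005 (minus strand, CGGGAAGTC, 0.582 ± 0.0864). All but the site on chromosome 30 were also called in at least 1 library of M1 or M2. Lost sites were led by chromosome 12 at 665928 (minus strand, CGCGATTGG, fraction 0.58 ± 0.113, n = 2), chromosome 4 at 1317082 (minus strand, CCTCATGCT, 0.79 ± 0.0707), chromosome 13 at 656221 (plus strand, TTTGAGGCC, 0.585 ± 0.0778), chromosome 3 at 12998 (minus strand, AGGGAGGGA, 0.64 ± 0.0283) and chromosome 16 at 287817 (plus strand, AGCAAGAGC, 0.625 ± 0.0354). The other 20 splits of the 7 libraries gave 1 to 16 gained and 79 to 155 lost sites. For a single site the smallest exact one-sided p is 0.0476, before any correction over sites.

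Knockout of the putative methyltransferase gene NO08G00280 was examined in M1 and M2. The number of sites did not differ detectably from WT, 2809 ± 493.3 (n = 3) against 2907 ± 204 (n = 2), with an exact two-sided p of 1 in a design whose smallest p is 0.2. The 3 libraries ranged from 2244 in M2 replicate 1 to 3154 in M2 replicate 2, so the spread within M2 was wider than the difference from WT. M2 alone held 2699 ± 643.5 sites (exact two-sided p = 1, smallest possible 0.333), and the single M1 library held 3029. Without M2 replicate 1, the ratio of M1 and M2 to WT moved from 0.966 to 1.06, and that of M2 from 0.928 to 1.08. Among sites with identificationQv of at least 30, these ratios turned to 1.48 and 1.38. The median fraction was 0.54 ± 0.01 against 0.54 ± 0 (exact p = 1), and the AGGYV share 15.99% ± 4.29 against 18.4% ± 2.73 (exact p = 0.6).

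The libraries of the 2 knocked-out genes differed in site number. M3 and M4 held 25.8% more sites than M1 and M2, without overlap (exact two-sided p = 0.0357, the smallest for 5 against 3). The test took libraries as units, from 2 lines per gene, so it does not measure the spread between lines. AGGYV sites numbered 746.8 ± 20.7 against 435.7 ± 39.5, and GANTC sites 82.8 ± 8.56 against 44.3 ± 14.5, each with an exact two-sided p of 0.0357 and an adjusted p of 0.0655. Organelle calls were 84 ± 4.53 against 24.7 ± 27.2, again with an exact two-sided p of 0.0357 and an adjusted p of 0.0655. M1 replicate 3 and M2 replicate 2 had 8 and 10 organelle calls, and M2 replicate 1 had 56. In number, M2 replicate 1 lay with the other M1 and M2 libraries, with 469 AGGYV and 59 GANTC sites. In share it lay with M3 and M4, with 20.9% AGGYV and 2.63% GANTC sites against means of 21.1% and 2.34%. Among sites with identificationQv of at least 30 the direction turned, with a ratio of 0.775 (exact p = 0.571).

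The comparisons of M2 and of M4 with WT were repeated on sites. Of 531 sites called in both libraries of M2 or of WT, 87 were called in all 4 libraries, 16.4% (95% interval 13.5% to 19.8%). A further 126 were called in WT only and 92 in M2 only, and 226 were called in all libraries of 1 arm and part of the other. For M4, 119 of 848 sites were shared, 14.0% (11.9% to 16.5%), with 100 lost, 274 gained and 355 partial. Sites called in all 4 or in 3 of the 4 libraries are the same under any pairing, so only lost and gained sites were compared with the pairs formed across lines. Gained M4 sites, 274, exceeded the 203 and 199 of these pairs, and lost sites, 100, fell below their 196 and 194. M4 libraries also held more calls than WT libraries. With equal numbers of sites per library, 181 were gained against 154 and 145 in these pairs, and 91 lost against 133 and 132. The WT libraries had 64 and 19 organelle calls and the M4 libraries 88 and 82. The Jaccard index was 0.0625 between the WT libraries, 0.0973 between the M4 libraries and 0.0821 to 0.085 across them. Such lower sharing between the WT libraries by itself gives fewer lost sites. These counts therefore cannot be told apart from the difference between the WT libraries. For M2, as deposited, lost sites were 126 against 258 and 142, and gained sites 92 against 180 and 113. With equal numbers of sites per library, lost sites were 99 against 199 and 95, and gained sites 80 against 154 and 105. The higher counts, 258 and 180 as deposited, came from joining M2 replicate 1 with WT replicate 2. These are the M2 and WT libraries with more organelle calls, so those counts reflect that split as well. The gained M2 site with the highest mean score was on chromosome 13 at 336530 (minus strand, CCTCATCCT, fraction 0.49 ± 0.0283, n = 2), and the lost one on chromosome 17 at 379984 (plus strand, GGCGAGAGA, 0.935 ± 0.00707). For M4 these were chromosome 30 at 8433 (plus strand, TGCAACTCA, 0.645 ± 0.0778) and chromosome 1 at 482419 (plus strand, GGCGACCGA, 0.865 ± 0.191).

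Site maps of libraries from the same line were not detectably more alike than those of different lines. The 45 pairs of libraries shared 274 to 681 sites, 469.6 on average, where shifted positions shared 0.156. The mean Jaccard index was 0.0823 within lines and 0.0784 between lines (exact one-sided permutation p = 0.187). The mean index was 0.0984 between M3 and M4 libraries and 0.0933 among M3 libraries, with overlapping values. The index was 0.0625 between the WT libraries and 0.0539 between the M2 libraries. Most distinct sites, 16742 or 76.7%, were called in 1 library, and 685 were called in at least 5.

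**Figure D3:**
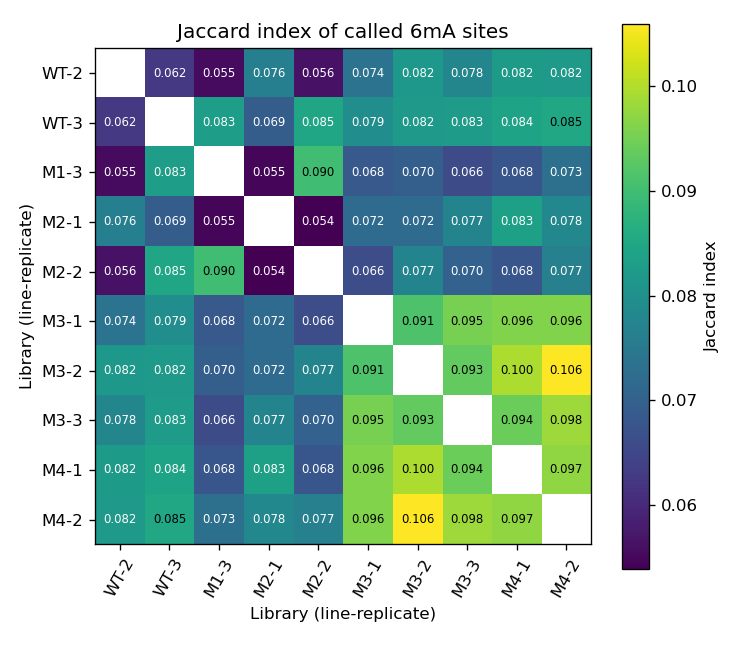
Jaccard index of called 6mA sites (colour and number) for each pair of libraries, with lines and replicate numbers on both axes. Values run from 0.0539 between the M2 libraries to 0.106, and libraries of M3 and M4 form the most similar block by this index. They are also the libraries with the most sites. As a percentage of the smaller library, sharing was 16.9% to 19.2% among them and 19.7% between M2 replicate 1 and M4 replicate 1.

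Hotspots were few and repeat-rich. The libraries held 0 to 4 hotspots each, 21 in 7 libraries, which fall at 11 loci. At 6 of these loci the sites lay in AG dinucleotide repeats, and 20 of the 21 hotspots were on a single strand. The locus found most often, in 6 libraries, was chromosome 5 from 359547 to 359597, plus strand, with 10 to 24 sites. AG repeats on chromosome 19 from 316729 to 316773, chromosome 3 from 581654 to 581698 and chromosome 29 from 308303 to 308363 were hotspots in 3, 2 and 2 libraries. Outside such repeats, chromosome 2 from 1657505 to 1657553, minus strand, was a hotspot in 2 libraries and had calls in 8. These loci were chosen after their values were seen. In the union of all libraries 29 hotspots were found.

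GATC, the Dam motif of bacteria, held 0.141% to 0.891% of the sites, against 0.575% to 0.737% of the other adenines in the contexts. GANTC, the motif of CcrM, held 0.99% to 2.63%, against 0.554% to 0.701%. Among sites with identificationQv of at least 30, there were 0 or 1 GATC and 0 to 3 GANTC sites per library.

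**Figure D4:**
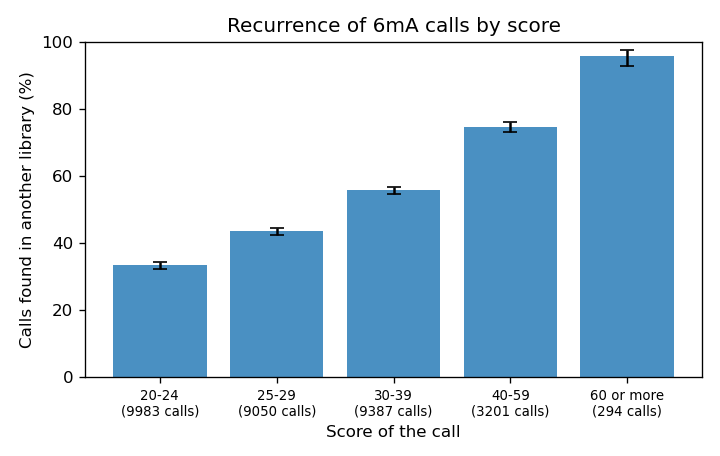
Percentage of calls that were also called in another library (y axis) by the score of the call (x axis), with 95% Wilson intervals over calls. The percentage rises from 33.3% at scores of 20 to 24 to 95.9% at scores of 60 or more.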

Values the study reported

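The study reported that global 6mA levels rose by 21.3% in the M3 and M4 knockouts, by a one-tailed Wilcoxon test. According to its supplement, these levels were divided by the average base coverage left after subsampling. The site numbers compared here are counts of called sites that were not divided by coverage, so the measures differ. For M4 and WT it found 306 of 1464 marked genes, 20.9%, to be shared. For M2 and WT it found 225 of 1152 marked genes, 19.5%, to be shared. A gene was counted as marked when all replicates of either line had a site in it.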

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

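The comparison of site numbers between the mutants was planned, and the tests of coverage, of the split by organelle calls and of other groupings were chosen after the results were seen. The ratio of site numbers between M3 and M4 and M1 and M2, 1.26, stood out. The libraries of the 2 knocked-out genes differed by a direct test over libraries, not lines (exact two-sided p = 0.0357). The ratio to WT was 1.22 for M3 and M4 and 0.966 for M1 and M2. Among sites with identificationQv of at least 30, M3 and M4 had fewer sites than M1 and M2, with a ratio of 0.775.

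Higher coverage throughout the M3 and M4 libraries is argued against for their excess over WT replicate 3, as far as shared sites show it. At sites called in both libraries, the highest of the 5 median coverage ratios, mutant over WT replicate 3, was 1. Shared sites are a selected part of the calls. Coverage in WT replicate 3 at sites called only in a mutant is unknown, so a role of coverage at those sites could not be tested. Against WT replicate 2 the ratios reached 1.05 and all but 1 were above 1. The M3 and M4 libraries had 1.13 to 1.18 times its sites, with 1.15 for M4 replicate 1 at a coverage ratio of 1. WT replicate 3, M1 replicate 3 and M2 replicate 2, at ratios of 1.02 to 1.09, had 0.906 to 1.03 times. M2 replicate 1 was lower in both, at 0.941 and 0.735. Apart from M2 replicate 1, these values go against library-wide coverage, as measured at shared sites, as the whole cause. WT replicate 2 is a single library, so coverage and genotype cannot be fully told apart for that excess. The libraries also fall into 7 with 56 to 88 organelle calls and 3 with 8 to 19, one each of WT, M1 and M2. All 5 libraries of M3 and M4 are among the 7, with a single WT library, which they exceed by a ratio of 1.16. They exceed M2 replicate 1, the single M1 or M2 library among the 7, by a ratio of 1.58. Among the WT, M1 and M2 libraries, those with more organelle calls held 3051 and 2244 sites and those with fewer 2763 to 3154. More organelle calls thus did not go with more sites among them. Each comparison within the 7 rests on 1 library, so a part of the split in either excess cannot be told apart from genotype. A biological effect of the knockouts stays open. Yield was 3.86 to 5.48 Gb in M3 and M4, 4.97 Gb in WT replicate 3 and 8.32 Gb in WT replicate 2. It was 3.37 Gb in M1 replicate 3, 4.58 Gb in M2 replicate 2 and 9.14 Gb in M2 replicate 1.

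The gained sites of M3 and M4 were also compared with other groupings of the same libraries. Of the 21 splits of the 7 libraries, 1, the real one, gave as many as 19 recurrent gained sites, the smallest share that 21 splits allow, and the highest of the others was 16. The larger number of calls in each M3 and M4 library by itself raises this count. With equal numbers of sites per library, 11 were gained, the highest of the other splits was 11 and 2 of the 21 splits gave as many. For gained sites, chance is therefore not excluded. Lost sites at equal numbers were 46, and the lowest of the other splits was 52. With a looser recurrence 95 were gained, and the highest of the other splits was 75.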

How the results depend on the processing

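The score minimum and the split of the libraries by organelle calls were chosen after seeing the data; all other alternatives were fixed before the data were examined. Unless given here, alternatives kept the direction and the side of the threshold. The difference in fraction of M1 and M2 from WT was 0 in the main analysis, so there was no direction to keep. It ran from -0.000671 with means to 0.00333 with a coverage minimum of 10, and from -0.005 without M1 replicate 3 to 0.005 without M2 replicate 1.

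The M3 and M4 ratio to WT stayed between 1.15 and 1.24 in 9 alternatives. It missed 0.05 with identificationQv of at least 30 (1.15). It also missed 0.05 in the two-sided test (1.22), with WT replicate 2 as the only WT library (1.16), and in the replicate block (1.21, exact p = 0.167, 6 arrangements). In the two-sided test, with that single WT library and in the block, 0.05 cannot be reached whatever the values. For M3 the replicate block gave 1.21 (exact p = 0.25). Libraries of different lines had a mean Jaccard index of 0.0802 with the same replicate number and 0.0776 with another. This difference was not tested, so it does not decide whether replicate numbers pair the samples. With identificationQv of at least 30, the ratio reversed for M1 and M2 against WT (1.48), M2 against WT (1.38), and M3 and M4 against M1 and M2 (0.775), and the cause was not tested. In the 3 libraries with fewer organelle calls the ratio of M1 and M2 to WT reversed to 1.12, and in those with more it was 0.735, each with 1 WT library. In the latter, M3 and M4 had 1.58 to M1 and M2 (exact p = 0.333, 5 against 1), and the AGGYV difference of M1 and M2 from WT reversed to 0.612 percentage points; the cause was not tested. The fraction difference of M3 and M4, -0.00868 with means, passed the threshold. With identificationQv of at least 30, the AGGYV difference of M3 and M4 from WT went from 2.78 to 8.25 percentage points. That of M1 and M2 went from -2.37 to -0.00972.

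Leaving out each library in turn gave ratios of 1.16 to 1.28 for M3 and M4 against WT and 1.14 to 1.34 against M1 and M2, past no threshold because fewer splits remain. It gave 0.907 to 1.06 for M1 and M2, reversed without M2 replicate 1 (1.06) or WT replicate 2 (1.02), and 0.772 to 1.08 for M2, reversed without M2 replicate 1. The AGGYV difference ran from -4.82 (without M2 replicate 1) to -0.437 (without WT replicate 2) percentage points for M1 and M2, and from 0.85 (without WT replicate 3) to 4.71 (without WT replicate 2) for M3 and M4. Within minus between lines, the Jaccard difference was -0.00157 to 0.00858, reversed without M3 replicate 1 (-0.00152) or 3 (-0.00157). Gained sites were 27 to 47 and lost sites 58 to 1904; fewer libraries loosen both rules, and without WT replicate 2 or 3 lost sites were 1637 and 1904.

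With identificationQv of at least 30, 0 gained and 0 lost sites were left, the shared percentage was 26.7% for M2 (4 of 15 sites) and 35% for M4 (7 of 20), and GATC or GANTC held 1.84% in place of 2.40%. With a looser recurrence, 95 sites were gained and 109 lost. Equal numbers of sites left 11 gained. With at least 5 sites per hotspot the union held 124. The alternatives on genes, gene strand, features and gene lists were not run for want of an annotation. Coverage at adenines without a call is unknown, which limits what a missing call shows.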

Other observations

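All tests in this part were chosen after the results were seen. WT replicate 3, M1 replicate 3 and M2 replicate 2, which have few organelle calls, differed from the other 7 libraries in sequence too. Their AAA share was 5.14% to 7.55%, against 2.14% to 3.74%, and their ApT share 7.27% to 11.1%, against 4.84% to 5.43%. Clusters of at least 5 sites numbered 19 in M1 replicate 3 and 14 in M2 replicate 2, and 1 to 6 in the other libraries.

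On the larger organelle sequence, the adenines at 51652 on the minus strand and at 110807 on the plus strand share the 41 nt context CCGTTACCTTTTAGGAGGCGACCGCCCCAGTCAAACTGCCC. Both were called in all 10 libraries, with fractions of 0.759 ± 0.125 and 0.787 ± 0.0849 (SD, n = 10), so reads from either copy cannot be assigned by this context alone.

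The lower AGG share of the 3 libraries does not follow genotype. The libraries of WT differ by 6.39 percentage points and those of M2 by 9.32, more than the range of 2.11 among the other 7 libraries. The 3 libraries, of 3 lines, share sites with one another at a mean Jaccard index of 0.0859. The indices with the other library of the same line were 0.0625 for WT and 0.0539 for M2, and M1 has no other library here. WT replicate 3 was as close to M3 and M4 libraries (0.0794 to 0.085) as to M1 replicate 3 (0.0828) and M2 replicate 2 (0.0847). M1 replicate 3 and M2 replicate 2, which are also mutants of the same gene, had 0.0901 with each other and less with M3 and M4 libraries (0.0659 to 0.0732 and 0.0662 to 0.0774). M1 replicate 3 and M2 replicate 1, of the same gene too, had 0.0548. A technical difference shared by the 3 therefore stays open, and the labels name no batch.

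Why most sites were called in 1 library was tested for 2 explanations. The share of calls found in another library rose from 33.3% at scores of 20 to 24 to 95.9% at scores of 60 or more, which is consistent with many calls lying close to the detection limit. Methylation specific to each line is argued against as the reason for most of these sites. It needs sites that recur within a line and are absent from others. Sites called in at least 2 libraries of M3 or of M4 and in none of the other line numbered 695, against 684 to 796 in the 9 other arrangements of these 5 libraries, 1.02 times the lowest. For WT and M2 they numbered 218, against 255 and 438, 0.855 times the lower, and the 255 comes from pairs that, like the real ones, each join libraries with few and with more organelle calls. A small part specific to a line is not excluded, and M1 has no other library to test. Among distinct sites, AGG held 32.7% of those called in 1 library and 29.5% to 34.4% of those called in 2 to 7. It held 23.9% of the 71 called in 8, 37.1% of the 35 called in 9 and 21.4% of the 28 called in 10. By score, the AGG share of calls was 34.4% at 20 to 24 and 20.1% at 60 or more.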
